A study of Mus musculus with 26 samples.

How the data were processed

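RNA sequencing was performed on motor neuron spheroids made from HBG3, a mouse embryonic stem cell line that carries a GFP reporter under the promoter of HB9 (Mnx1), a transcription factor of motor neurons. Per the labels' protocols, differentiation used retinoic acid and purmorphamine in a low-adhesion dish, with CNTF and GDNF added on day 5, and spheroids of about day 8 were seeded on a fibrin platform. Total RNA was isolated and libraries were made with a low-input kit that primes from fragmented total RNA and cleaves rRNA-derived fragments with ZapR after the first amplification. The input was 4 ng RNA per sample, except for the 8 samples of lowest concentration, which entered at full volume and whose identities the labels do not state. Fragmentation lasted 4 min, PCR ran for 5 and then 15 cycles, and sequencing on a Singular G4 instrument used paired reads of 50 bases. No molecular identifiers are mentioned, so the intervals and limits given here cover counting error only.

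The authors deposited a table of estimated counts (expected counts, written as whole numbers) and a table of TPM values, each with 56941 Ensembl mouse gene identifiers, gene symbols and biotypes for 26 libraries. The counts deposited by the authors were not scaled for depth, as their column totals differed. The TPM values deposited by the authors summed to 1000000 per library. The aligner, the counting program, the genome build and the annotation release are not given in the sources used here, so no coordinates are printed. Whether the counting used the strand, and how it divided reads between near-identical copies, is likewise not given. Values of pseudogenes, multicopy genes and overlapping genes are therefore uncertain. Both tables were compared by gene and library. A count of 0 stood beside a TPM above 0 in 635 cells, and a count above 0 (up to 768) stood beside a TPM of 0 in 528 cells of the biochemical libraries and in 0 cells of the array libraries.

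The labels put the libraries in 5 groups: spheroids on an actuated magnetic array (n = 4), on the same array never actuated (the static array, n = 4), in medium labelled high intensity (n = 6) or low intensity (n = 6), and biochemical controls (n = 6). The design text describes conditioned medium from muscle that was or was not optically stimulated, under other sample names that the labels do not pair with high and low intensity. The groups are therefore named by intensity only. That both intensity groups, and not the controls, received conditioned medium is an assumption made here. No batch or date is stated. All 325 pairs of the 26 libraries were compared by a chi-square test over genes with at least 20 counts in the pair. The statistic per degree of freedom was between 4.74 and 646, where counts that differ by sampling noise alone give about 1. No pair agreed within sampling noise, and all libraries were kept as separate replicates.

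Gene tests used edgeR 4.0.16 (R 4.3.3) on the rounded counts. The main analysis fitted all 26 libraries in 1 model with 1 coefficient per group, genes kept by filterByExpr (14907), TMM scaling and the quasi-likelihood F-test. Benjamini-Hochberg adjustment was applied per comparison with a threshold of 0.05, and standard errors (SE) of log2 fold changes were taken from the fold change and the F statistic. The 6 comparisons were actuated against static array, high intensity against control, low intensity against control, high against low intensity, static array against control, and the interaction of the actuation effect with the high-intensity effect. This design, the alternatives planned for it, the gene lists and the rule for naming genes were fixed before the data were examined.

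Of the alternatives, the planned ones were DESeq2 size factors inside edgeR, no low-count filter, a filter of at least 1 CPM in 4 libraries, DESeq2 1.42.0 (Wald test), limma 3.58.1 (voom with quality weights), a fit of only the groups compared, the replicate number as a block, 1 surrogate variable (sva 3.50.0), thinning every library to the total of the shallowest (1536 counts), removal of mitochondrial and rRNA genes, limma on log2(TPM + 1) and log2(TPM + 0.1), other thresholds, and leaving out each library in turn. A second set was chosen after seeing the data. It used only the 21 libraries with over 1000000 counts on protein-coding genes, called the deeper libraries (14730 genes fitted). On these, the groups compared alone, a replicate block, offsets for GC content and transcript length, log2 Xist as a covariate, thinning to 1551334 counts and other thresholds were tried. Libraries of groups outside a comparison were also left out in turn, because all groups share 1 estimate of spread. GC content and length came from a mouse reference annotation and were found for 98.8% of fitted genes.

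Lists of genes were tested with camera from limma (preset correlation between genes of 0.01) on log2 CPM, adjusted over 16 tests, with fry and camera with an estimated correlation as checks. The report uses 4 lists: motor neuron identity (13 genes), axon growth and guidance (28), presynaptic and neuromuscular (27) and mechanosensitive targets (22). Lists for fibroblasts (16), glia (13), proliferating progenitors (13), skeletal muscle (21) and pluripotency (10) served the closing section, as did a list of immediate early genes (14) and a list of myoblast genes, both of which were written after the data had been viewed. Named genes were, per comparison, the 3 highest and 3 lowest log2 fold changes among called genes with a mean of at least 5 CPM over all libraries. With no call, they were the 2 genes of smallest p at that minimum. To these were added a fixed panel (Mnx1, Isl1, Chat, Tubb3, Map2, Gap43) and up to 3 members per list under 0.05 adjusted over the list alone. The same rule was applied to the deeper libraries after the data had been seen. The single-gene result of 1 named gene is not reported here.

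The procedure was tested on simulated counts with the means, dispersions and library sizes of the data and 200 genes changed 2-fold or 4-fold. With all 26 libraries, 43% of changed genes were recovered for actuated against static array (13994 genes tested), 53% for high intensity against control (13929), 55% for low intensity against control (14055), 58% for high against low intensity (14025), 46% for static array against control (13923) and 18% for the interaction (13939). With the deeper libraries (14057 to 14143 genes tested) these shares were 70%, 76.5%, 79%, 73.5%, 68% and 50%, in the same order. For 2-fold changes alone they were 13%, 21%, 25%, 32%, 14% and 1% with all libraries. With the deeper ones they were 55%, 59%, 69%, 58%, 50% and 30%. For 4-fold changes alone they were 73%, 85%, 85%, 84%, 78% and 35% with all libraries. Unchanged genes made up 0% to 7.69% of calls with all libraries and 3.66% to 11.7% with the deeper ones. Every group was simulated with the same dispersion per gene. The recovered shares may therefore not hold for actuated against static array, where the test on the deeper libraries was conservative. Correlations of effects that share control libraries were set beside 20 simulations of unchanged groups against those controls.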

Results

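Gene expression was measured by RNA sequencing in 26 libraries from motor neuron spheroids cultured under 5 conditions. The mechanical arm compared spheroids on a silicone array with magnets that was moved at 4 Hz for 30 min daily (actuated array, n = 4) with spheroids on the same kind of array left still (static array, n = 4). The biochemical arm compared spheroids in groups labelled high intensity (n = 6) and low intensity (n = 6) with biochemical controls (n = 6). Both intensity groups are taken here to have had medium conditioned by muscle cells. The series was designed to separate the mechanical from the biochemical consequences of muscle exercise for motor neurons.

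Depth differed between and within groups. Total counts per library ranged from 7269276 to 9839951 on the actuated array, from 613344 to 13162635 on the static array, from 243510 to 3971348 at high intensity, from 1536 to 3602716 at low intensity and from 1457250 to 3771637 in the controls. A count of 0 allowed up to 0.305 to 0.413 CPM (3 counts) in the actuated libraries and up to 0.795 to 2.06 CPM in the controls. It allowed up to 1953 CPM in low-intensity replicate 6, which held 1536 counts on 258 genes. In 5 libraries, protein-coding genes had under 1000000 counts: control replicate 4, low-intensity replicate 6, high-intensity replicates 4 and 5, and static-array replicate 3. Control replicate 4 had 75.7% of its counts on rRNA genes (Rn18s-rs5 alone 75.6%), against 0.668% to 2.23% in the other controls. The remaining 21 libraries, called the deeper libraries, had 1551334 to 13162635 counts, and 5 of them were controls, 5 low intensity, 4 high intensity, 4 actuated and 3 static. The common dispersion was 0.251 over all 26 libraries and 0.0923 over the deeper ones. Each comparison is therefore given for all libraries, as planned, and for the deeper libraries, an alternative chosen after seeing the data.

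**Figure D1:**
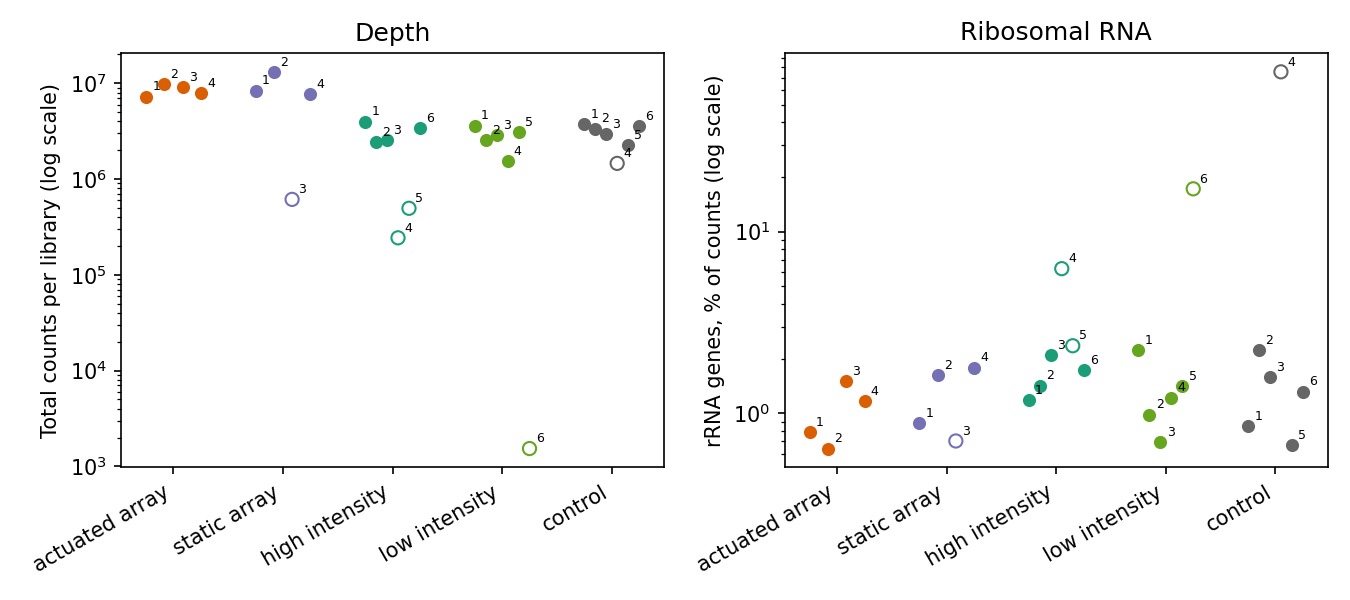
Total counts per library (left, log scale) and the percentage of counts on rRNA genes (right, log scale) for each group, with the replicate number beside each point. Open circles mark the 5 libraries with under 1000000 protein-coding counts, of which low-intensity replicate 6 had 1536 counts and control replicate 4 had 75.7% rRNA.

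The first question was whether actuation of the array changed gene expression. No gene differed between actuated and static arrays at an adjusted p under 0.05 (edgeR quasi-likelihood test, all libraries), and 575 of 14907 genes had an unadjusted p under 0.05. DESeq2 called 36 genes (1 higher, 35 lower) and limma with quality weights called 0. Among the deeper libraries edgeR again called 0 genes, with 56 at an unadjusted p under 0.05. The alternative that moved this count most was the absence of a low-count filter, with 1137 genes called, 1131 of them lower. At the planned minimum of 5 CPM the smallest p values belonged to Gm13698 (ENSMUSG00000094125) and Gm38246 (ENSMUSG00000103464), each with an edgeR adjusted p of 0.247. Static-array replicate 3 held 183 counts of Gm13698, while the other 3 static and the 4 actuated libraries held 0. It also held 53 of the 70 static-array counts of Gm38246, which had 0 counts in every actuated library. In the deeper libraries the smallest p values belonged to Zfp969 (ENSMUSG00000095545) and Jun (ENSMUSG00000052684), each with an edgeR adjusted p of 1. Zfp969 had 605 counts in actuated replicates 1, 3 and 4 and 0 in actuated replicate 2 and in the 3 deeper static libraries, at least 172-fold higher against a limit of 3 counts over the static group (unadjusted p 0.00175, edgeR). Static-array replicate 3, which is not a deeper library, held 41 counts of it, and each biochemical group also had deeper libraries with 0. Jun was at 180.2 ± 13.7 CPM (SD, n = 4) on actuated and 138 ± 10.3 CPM (n = 3) on static arrays, a log2 difference of 0.39 (SE 0.11, unadjusted p 0.00241, edgeR).

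High-intensity medium was compared with the control to ask what the medium with this label changed. In all libraries 6 genes differed (edgeR adjusted p under 0.05), 5 higher and 1 lower, and 1049 had an unadjusted p under 0.05. DESeq2 called 77 genes (75 higher), limma with quality weights called 0, and edgeR without a low-count filter called 220. The 6 genes became 28 without high-intensity replicate 6, 13 without high-intensity replicate 5, 3 without high-intensity replicate 3 or control replicate 2, 1 without control replicate 3 and 0 without control replicate 1. All groups share the estimate of spread, and without low-intensity replicate 6, which is outside this comparison, 0 genes were called. The deeper libraries gave 68 genes, 45 higher and 23 lower, of which 4 were among the 6. Their number fell to 0 when either of high-intensity replicates 1 and 3 was left out, to 1 without replicate 2, to 2 without control replicate 3 or 5 and to 18 without control replicate 2, and it rose to 397 without high-intensity replicate 6 and 125 without control replicate 6. Libraries outside the comparison moved it too: 0 genes were called without actuated or static replicate 1, 1 without static replicate 2, 17 and 16 without actuated replicates 2 and 4 and 107 without low-intensity replicate 3. Single libraries therefore changed this count by over 1.5 times.

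Anxa3 (ENSMUSG00000029484), which encodes annexin A3, was higher at both intensities. Its normalised count was 1.69 ± 2.10 CPM (SD, n = 5) in the deeper controls, 30.1 ± 22.4 CPM (n = 4) at high intensity and 38.6 ± 24.5 CPM (n = 5) at low intensity. The log2 fold change over control with all libraries was 3.90 (SE 0.74, edgeR adjusted p 0.0181) at high intensity and 4.43 (SE 0.74, edgeR adjusted p 0.00820) at low intensity. In the deeper libraries it was 4.07 (SE 0.80, edgeR adjusted p 0.0357) and 4.45 (SE 0.78, edgeR adjusted p 0.0172). The high-intensity call was lost without high-intensity replicate 3 (edgeR adjusted p 0.0803) or without control replicate 1, 2 or 3 (edgeR adjusted p 0.0642, 0.0642 and 0.0804). Without low-intensity replicate 6 it was lost as well, with an edgeR adjusted p of 0.0709 and a log2 fold change of 3.89. The low-intensity call was lost without low-intensity replicate 5 (edgeR adjusted p 0.0534) and, in the deeper libraries, without replicate 1 (0.0521). The deeper high-intensity call was lost without 9 of the 21 libraries in turn (edgeR adjusted p up to 0.138). Aste1 (ENSMUSG00000032567) and Nsl1 (ENSMUSG00000062510) had log2 fold changes of 4.67 (SE 0.87) and 4.65 (SE 0.88) at high intensity, each with an edgeR adjusted p of 0.0181. Both depended on high-intensity replicate 4, which held 58 and 42 of their counts in a total of 243510. Without it the log2 fold changes were 2.52 and 3.06, with edgeR adjusted p of 0.135 and 0.0978. Without low-intensity replicate 6 both had an edgeR adjusted p of 0.0709.

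The gene that was lower at high intensity was Ywhaq-ps3 (ENSMUSG00000080902), a transcribed pseudogene whose reads may be divided with its parent gene. It had 0 counts in the 6 high-intensity libraries together and 203 counts in 4 of the 6 controls, with 0 in control replicates 3 and 4. Pooled over each group this was 15.3 CPM against a limit of 0.252 CPM for 3 counts over the high-intensity group, at least 60.4-fold lower. The edgeR adjusted p was 0.0181, 0.0613 without control replicate 1 and 0.0709 without low-intensity replicate 6.

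Low-intensity medium was compared with the same controls. With all libraries 4 genes differed (edgeR adjusted p under 0.05), 2 higher and 2 lower, and 780 had an unadjusted p under 0.05. DESeq2 called 18, limma with quality weights 0, and edgeR without a low-count filter 153. The count was 0 without low-intensity replicate 5 and 2 without control replicate 4 or without low-intensity replicate 1, 2, 4 or 6. Of the libraries outside the comparison, the absence of high-intensity replicate 3 gave 10 genes and that of static-array replicate 3 gave 7. The deeper libraries gave 88 genes, 65 higher and 23 lower, which included 3 of the 4. Leaving out 1 deeper library at a time gave 2 genes without low-intensity replicate 1, 15 without replicate 2, 19 without replicate 5, 264 without replicate 3, 148 without control replicate 6 and 39 to 54 without control replicate 1, 2, 3 or 5. Outside the comparison it gave 221 genes without high-intensity replicate 3, 41 and 43 without actuated replicates 1 and 4, and 53 and 47 without static-array replicates 1 and 2. Besides Anxa3 the genes were Plau, Bc1 and Rn18s-rs5. Plau (ENSMUSG00000021822), the gene of urokinase, was at 31.8 ± 37.4 CPM (n = 5) against 2.70 ± 1.01 CPM (n = 5) in the deeper controls. Its log2 fold change was 3.52 (SE 0.62, edgeR adjusted p 0.00938) with all libraries, and 2.51 (edgeR adjusted p 0.260) without low-intensity replicate 5. The call in the deeper libraries was lost without low-intensity replicate 1 or 5 (edgeR adjusted p 0.0521 and 0.0585). Bc1 (ENSMUSG00000115783), a noncoding RNA of neurons, was at 167 ± 93.9 CPM against 953 ± 586 CPM in the deeper controls. Its log2 fold change was −2.80 (SE 0.56, edgeR adjusted p 0.0413) with all libraries and −2.52 (SE 0.52, edgeR adjusted p 0.0297) in the deeper ones, and the all-library call was lost without any 1 of the 6 low-intensity libraries or of control replicates 2, 3 and 4. It was also lost without high-intensity replicate 2 (edgeR adjusted p 0.0527) or actuated replicate 4 (0.0509), and the deeper call without control replicate 2 or low-intensity replicate 1 or 2 (0.0565, 0.107 and 0.0725). Rn18s-rs5 (ENSMUSG00000119584), an rRNA copy, had a log2 fold change of −5.45 (edgeR adjusted p 0.0274), which was −0.37 (edgeR adjusted p 1) without control replicate 4. Without high-intensity replicate 4 it was −5.53 (edgeR adjusted p 0.0963).

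**Figure D2:**
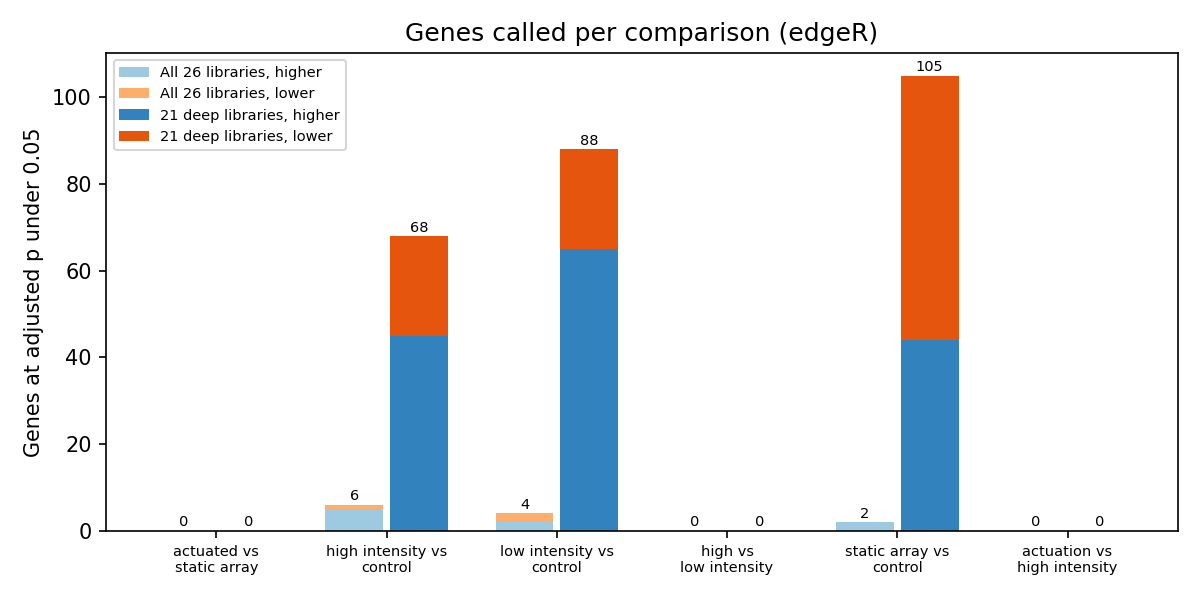
Number of genes with an edgeR adjusted p under 0.05 in each of the 6 comparisons, for all 26 libraries and for the 21 deeper libraries, divided into higher and lower (stacked bars, total above each bar). Actuated against static array had 0 genes in both, and static array against control had 2 and 105.

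High and low intensity were compared directly to ask whether the medium's intensity mattered. No gene differed with all libraries (edgeR; 434 genes had an unadjusted p under 0.05) or with the deeper ones (1131 genes). DESeq2 called 7, limma with quality weights 0, and edgeR without a low-count filter 107. Leaving out 1 library at a time gave 1 gene without high-intensity replicate 3 and 2 without replicate 6 with all libraries, and 2 without high-intensity replicate 3 and 3 without low-intensity replicate 4 with the deeper ones. With the deeper ones it was also 3 without static-array replicate 4 and 1 without static-array replicate 2 or actuated replicate 3. The smallest p values belonged to the pseudogenes Gm6166 (ENSMUSG00000074280) and Gm13135 (ENSMUSG00000082925), both with an edgeR adjusted p of 0.728. Gm6166 was at 13.1 ± 4.50 CPM (n = 4) at high and 47.7 ± 24.9 CPM (n = 5) at low intensity in the deeper libraries, where its edgeR adjusted p was 0.0905. High-intensity replicate 4 held 89 of the 111 high-intensity counts of Gm13135.

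Across the 14907 genes, the log2 fold changes of high and low intensity over control had a Pearson r of 0.615 (jackknife SE over libraries 0.218) and a Spearman rho of 0.579. Of 100 regroupings of the libraries, 23 gave r as large, the real one included, and the others ranged from 0.167 to 0.755. Genes are not independent replicates, and both effects share the control libraries. Simulated unchanged groups against these controls gave r of 0.473 on average (0.442 to 0.494, 20 simulations). In the deeper libraries r was 0.674, against 0.461 (0.430 to 0.489) in the simulations and at most 0.660 in the other regroupings, and 14 genes were called higher and 3 lower at both intensities. No gene was called in the simulations. There, the 68 and 88 genes of smallest p had 7.35 genes of the same sign in common on average (4 to 10). The actuation effect and the high-intensity effect, which share no library, had r of −0.322 and rho of −0.215 with all libraries. The jackknife SE of r over libraries was 0.372. This r was −0.0709 without static-array replicate 3, −0.136 without high-intensity replicate 5 and −0.0576 in the deeper libraries. Leaving out any other library of the groups compared gave −0.406 to −0.272. The value was 0.0096 in limma with quality weights and −0.0942 on log2(TPM + 1). No gene had a different effect of actuation and high intensity in the interaction test (edgeR, all libraries; 980 genes had an unadjusted p under 0.05). DESeq2 called 57 genes and limma with quality weights 0, a filter of at least 1 CPM in 4 libraries gave 341, and edgeR without a low-count filter called 3193 (25 higher). The smallest p values belonged to Anxa3 and Aste1, each with an edgeR adjusted p of 0.0665, and in the deeper libraries to Anxa3 and Ywhaq-ps3, each with 0.631. The all-library count was 211, 278 and 243 without static-array replicates 1, 2 and 4, and 20, 10 and 1 without high-intensity replicates 1 and 6 and control replicate 6. It was 5 without low-intensity replicate 4, outside the comparison. The deeper libraries gave 0 genes, with 985 at an unadjusted p under 0.05, and 1 without control replicate 5.

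Static arrays were compared with the biochemical controls to measure the background difference between the 2 arms. With all libraries 2 genes were higher on the static array and 0 were lower (edgeR), and 785 had an unadjusted p under 0.05. DESeq2 called 10, limma with quality weights 42, and edgeR without a low-count filter 219. The 2 genes became 1 without control replicate 1, 2 or 6 and 0 without static-array replicate 3. Of the libraries outside the comparison, the absence of high-intensity replicate 4 gave 5 genes and that of low-intensity replicate 1 or 3 or actuated replicate 3 or 4 gave 1. The pseudogene AY036118 (ENSMUSG00000118642), whose counts are uncertain, had a log2 fold change of 4.90 (SE 0.82, edgeR adjusted p 0.00830), with 0.0621 without static-array replicate 3. Nr4a3 (ENSMUSG00000028341), a nuclear receptor gene, had a log2 fold change of 2.68 (SE 0.51, edgeR adjusted p 0.0397). That call was lost without any 1 of control replicates 1, 2 and 6 and static-array replicates 1, 2 and 3 (edgeR adjusted p 0.0759 to 0.131), or of low-intensity replicates 1 and 3 and actuated replicates 3 and 4 (0.0502 to 0.0565). In the deeper libraries 105 genes differed, 44 higher and 61 lower, both of these genes among them. Their number was 27, 26 and 18 without static-array replicates 1, 2 and 4. Nr4a3 was then at 25.9 ± 7.25 CPM (n = 3) on static arrays, 23.0 ± 1.997 CPM (n = 4) on actuated arrays and 5.16 ± 3.15 CPM (n = 5) in controls. The deeper static-array libraries had 7724923 to 13162635 counts and the deeper controls 2273487 to 3771637, and the 528 counts that stood beside a TPM of 0 were all in biochemical libraries. Arm and processing cannot be told apart in this comparison.

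The rule for naming genes was also applied to the calls in the deeper libraries, and beside the genes above it gave the following, none of them called with all libraries. At high intensity H2ac10 (ENSMUSG00000061991) was at 16.3 ± 9.16 CPM (n = 4) against 1.32 ± 1.67 CPM (n = 5) in controls, a log2 fold change of 3.59 (SE 0.66, edgeR adjusted p 0.0357). Pcolce (ENSMUSG00000029718) was at 17.8 ± 15.7 against 1.84 ± 1.28 CPM (3.21, SE 0.69, edgeR adjusted p 0.0435), and Tchh (ENSMUSG00000052415) at 35.8 ± 2.71 against 74.4 ± 22.5 CPM (−1.05, SE 0.21, edgeR adjusted p 0.0371). The pseudogene Gm13772 (ENSMUSG00000080977) had 3 counts at high intensity and was at 9.12 ± 10.1 CPM in controls (edgeR adjusted p 0.0416), with a log2 fold change of −5.15 that was 0.86 with all libraries. As all high-intensity calls were lost without actuated or static replicate 1 or high-intensity replicate 1 or 3, these 4 were lost too. At low intensity Scarna10 (ENSMUSG00000089617) was at 13.9 ± 5.34 CPM (n = 5) against 85.0 ± 78.6 CPM in controls (−2.60, SE 0.57, edgeR adjusted p 0.0370). Ywhaq-ps3 had a log2 fold change of −4.33 (SE 0.94, edgeR adjusted p 0.0383). These calls were lost without 7 and 14 of the 21 libraries left out in turn (edgeR adjusted p up to 0.120). The pseudogene Hsp25-ps1 (ENSMUSG00000078915) had 0 counts in the deeper controls, 102 in 3 of the 5 deeper low-intensity libraries and 187 in the deeper static arrays. This was at least 35.9-fold and 29.8-fold higher against a limit of 3 counts over the controls (edgeR adjusted p 0.0353 and 0.0374), and control replicate 4, which is not a deeper library, held 8 counts. The calls were lost without 8 and 10 of the 21 libraries.

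For static array against control the deeper libraries also gave Gm10269 (ENSMUSG00000091449), a pseudogene, at 6.87 ± 1.42 CPM (n = 3) against 0.346 ± 0.515 CPM (n = 5), a log2 fold change of 4.05 (SE 0.91, edgeR adjusted p 0.0367). Lower genes were Gm42972 (ENSMUSG00000105445; −3.44, SE 0.53, edgeR adjusted p 0.00276), Gm42973 (ENSMUSG00000105733; −3.07, SE 0.69, edgeR adjusted p 0.0355) and Gm20342 (ENSMUSG00000101599; −2.58, SE 0.56, edgeR adjusted p 0.0279). With all libraries Gm42973 and Gm20342 had smaller log2 fold changes, −1.28 (SE 0.84) and −0.63 (SE 0.76). Those of Gm10269 and Gm42972 were 3.81 and −2.98. Leaving out each of the 21 libraries in turn, Gm10269 was lost 8 times, Gm42973 5 times, Gm20342 4 times, and Gm42972, AY036118 and Nr4a3 0 times. Between high and low intensity, where no gene was called, the smallest p values in the deeper libraries were those of Gm6166 and Tasor (ENSMUSG00000040651). Tasor was at 93.4 ± 9.90 CPM (n = 4) at high and 54.7 ± 7.52 CPM (n = 5) at low intensity, a log2 difference of 0.77 (SE 0.15, edgeR adjusted p 0.0939), against 0.65 (SE 0.29, unadjusted p 0.0309, edgeR) with all libraries.

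The planned panel of neuronal genes showed no call in actuated against static array, in either intensity against control, or in high against low intensity (edgeR, all and deeper libraries; smallest adjusted p 0.268). Mnx1 (ENSMUSG00000001566), the reporter gene of the line, was at 8.35 ± 2.56 CPM (n = 5) in the deeper controls, 5.88 ± 3.15 CPM (n = 5) at low intensity, 8.43 ± 7.01 CPM (n = 4) at high intensity, 9.40 ± 1.80 CPM (n = 4) on actuated and 6.86 ± 2.33 CPM (n = 3) on static arrays. Isl1 (ENSMUSG00000042258) was at 14.4 ± 8.18 CPM in controls and 8.84 ± 4.99 CPM at high intensity in the deeper libraries, a log2 difference of −0.70 (SE 0.53, edgeR adjusted p 0.559). With all libraries this was −1.44 (SE 0.60, unadjusted p 0.0212 and adjusted p 0.550 by edgeR). At low intensity Isl1 had a log2 difference of −1.27 (SE 0.60, unadjusted p 0.0421 and adjusted p 0.924 by edgeR) with all and −0.67 (SE 0.49, edgeR adjusted p 0.560) with the deeper libraries. Chat (ENSMUSG00000021919) was at 9.42 ± 0.636 CPM on actuated and 6.09 ± 1.40 CPM on static arrays, a log2 difference of 0.62 (SE 0.36, unadjusted p 0.0992 and adjusted p 1 by edgeR), and with all libraries 0.62 (SE 0.51, unadjusted p 0.230 and adjusted p 1 by edgeR). Tubb3 (ENSMUSG00000062380) ranged between group means of 478 and 679.6 CPM, Map2 (ENSMUSG00000015222) between 1244 and 1485 CPM, and Gap43 (ENSMUSG00000047261) between 316 and 403 CPM. The smallest adjusted p was that of Map2 at high intensity in the deeper libraries, with a log2 difference of −0.26 (SE 0.11, unadjusted p 0.0346, edgeR). Tubb3 and Gap43 had −0.23 (SE 0.12, unadjusted p 0.0701) and −0.30 (SE 0.16, unadjusted p 0.0818) there. With all libraries these were −0.34 (SE 0.42), −0.25 (SE 0.36) and −0.26 (SE 0.35) for Map2, Tubb3 and Gap43.

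**Figure D3:**
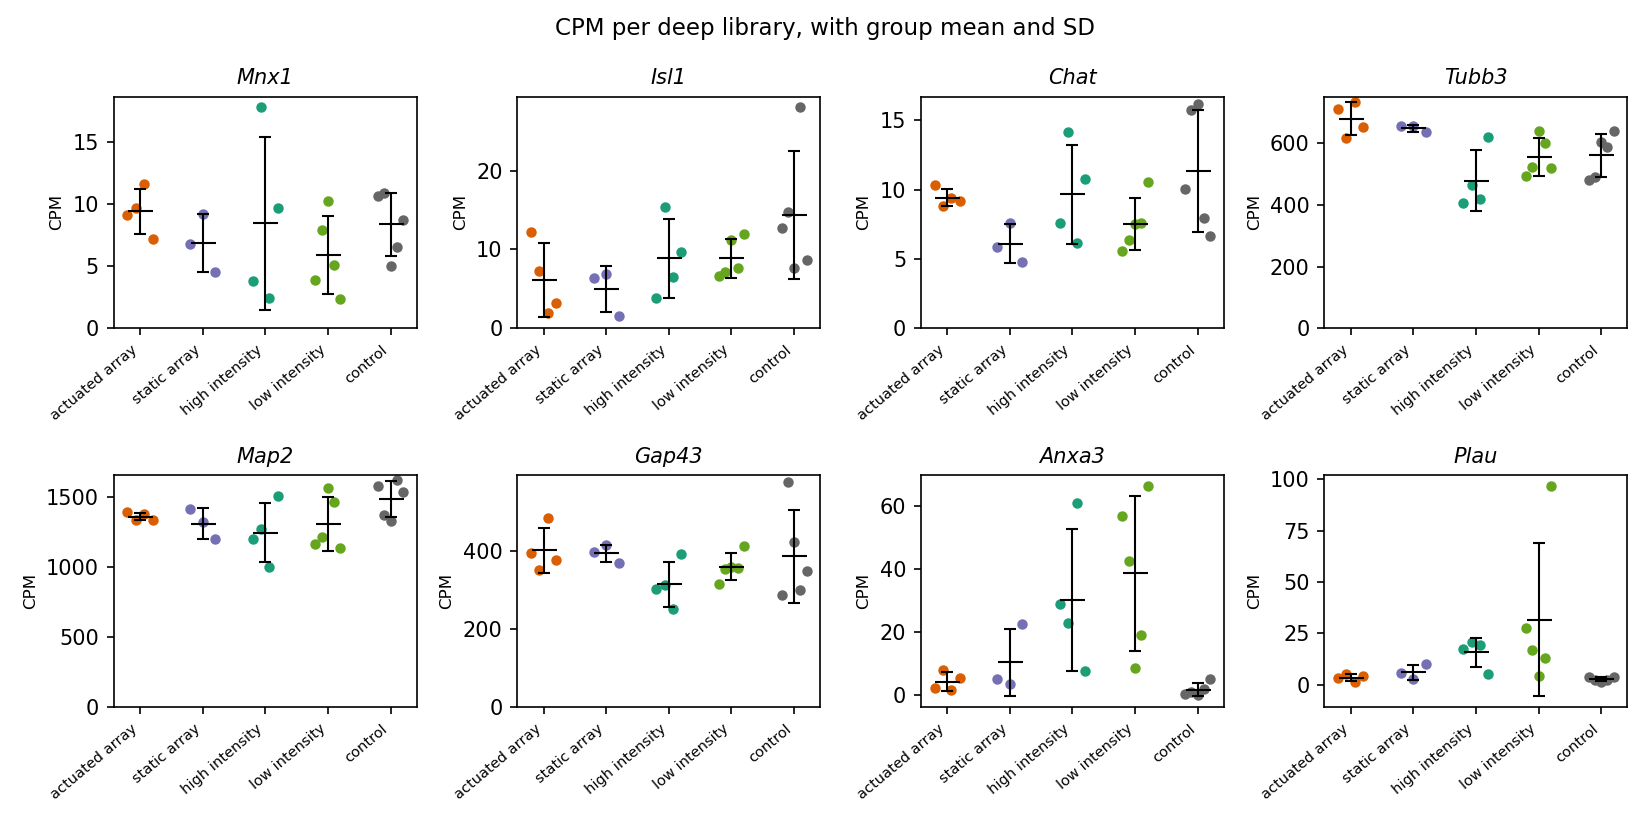
CPM of the 6 panel genes and of Anxa3 and Plau in each deeper library (points), with the group mean and SD (black bars), for the 5 groups. Group means of Anxa3 were 30.1 CPM at high and 38.6 CPM at low intensity against 1.69 CPM in controls, while those of Mnx1 lay between 5.88 and 9.40 CPM.

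Lists of genes were tested for shifts with camera. On the actuated against the static array, motor neuron identity genes had a median log2 fold change of 0.24 (11 genes tested, camera adjusted p 0.0548) with all libraries and 0.25 (12 genes, adjusted p 2.99e-06) with the deeper ones. Axon growth and guidance genes had medians of 0.18 (adjusted p 0.0104) and 0.06 (adjusted p 0.00569). Presynaptic and neuromuscular genes had 0.12 (adjusted p 0.0202) and 0.01 (adjusted p 0.950), and the deeper value had a mean of −0.0057. Mechanosensitive target genes had −0.05 (adjusted p 0.811, with the test's direction up) and −0.12 (adjusted p 0.0402). The axon and presynaptic calls with all libraries were lost without static-array replicate 3, at adjusted p of 0.243 and 0.823.

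At high intensity against control, presynaptic and neuromuscular genes had a median log2 fold change of −0.36 (camera adjusted p 0.0104) with all and −0.27 (adjusted p 2.80e-08) with the deeper libraries. Axon growth and guidance genes had −0.25 (adjusted p 0.206) and −0.20 (adjusted p 6.91e-05), and motor neuron identity genes −0.32 (adjusted p 0.191) and −0.20 (adjusted p 0.0456). Mechanosensitive target genes had 0.76 (adjusted p 0.0104) and 0.83 (adjusted p 2.87e-05). At low intensity the medians were −0.32 (adjusted p 1.37e-06) and −0.23 (adjusted p 1.84e-06) for presynaptic, −0.25 (adjusted p 1.37e-06) and −0.13 (adjusted p 0.00165) for axon, −0.35 (adjusted p 0.0548) and −0.29 (adjusted p 0.00632) for motor neuron identity, and 0.75 (adjusted p 0.131) and 0.75 (adjusted p 9.53e-05) for mechanosensitive target genes. The presynaptic call at high intensity was lost without control replicate 4 (adjusted p 0.0541). None of these 16 list tests per set of libraries passed 0.05 under fry (adjusted p of at least 0.918 with all and 0.130 with the deeper libraries) or under camera with an estimated correlation (at least 0.813 and 0.249). The camera p values of the lists therefore rest on the preset correlation of 0.01.

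Between high and low intensity, with all libraries, the axon list had a median of −0.0015 and a mean of 0.03 while the test's direction was up (camera adjusted p 2.10e-05). The presynaptic list had a median of −0.12 with the test again up (adjusted p 0.0202). In the deeper libraries their medians were −0.09 (adjusted p 0.141) and −0.05 (adjusted p 0.136). Motor neuron identity genes had 0.08 (adjusted p 0.461) and 0.14 (adjusted p 0.454). Mechanosensitive target genes had 0.06 (adjusted p 0.159; mean −0.02) and 0.07 (adjusted p 0.454).

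Single list members were adjusted over the list alone and over all genes. With all libraries, 1 mechanosensitive gene at high intensity (Myof) and 2 at low intensity (Ankrd1 and Ccn2) passed 0.05 adjusted over the list alone, and 0 list members passed over all genes. Myof (ENSMUSG00000048612) was at 80.2 ± 39.0 CPM (n = 4) at high intensity and 26.5 ± 6.56 CPM (n = 5) in the deeper controls. Its log2 fold change with all libraries was 1.94 (SE 0.45, edgeR adjusted p over all genes 0.0849). Ankrd1 (ENSMUSG00000024803) and Ccn2 (ENSMUSG00000019997) had log2 fold changes of 2.74 (SE 0.70) and 2.01 (SE 0.58) at low intensity, with edgeR adjusted p over all genes of 0.175 and 0.297. With the deeper libraries, high intensity had 7 presynaptic, 4 axon and 3 mechanosensitive genes adjusted over the list alone, against 1, 2 and 1 over all genes. Low intensity had 8 mechanosensitive, 2 axon, 1 presynaptic and 1 motor neuron identity gene adjusted over the list alone, against 0, 1, 0 and 0 over all genes. High against low intensity had 1 axon gene (Unc5c, log2 difference 0.69, edgeR adjusted p over all genes 0.270), and actuated against static array had 0 in each of the 4 lists. Members that passed over the list alone and not over all genes included Nefm (−0.72), Syn1 (−0.41) and Flna (1.21) at high intensity and Axl (1.17), Flna (1.02), Slc5a7 (−1.08), Cacna1b (−0.50) and Unc5c (−0.66) at low intensity, with log2 fold changes in parentheses and edgeR adjusted p over all genes of 0.0580 to 0.110. At high intensity, where none of the calls over all genes remained without actuated or static replicate 1, the members included Stmn3 (ENSMUSG00000027581; log2 fold change −0.49, SE 0.10, edgeR adjusted p 0.0416), Cplx1 (ENSMUSG00000033615; −0.61, SE 0.14, edgeR adjusted p 0.0435) and Arhgef17 (ENSMUSG00000032875; 0.66, SE 0.14, edgeR adjusted p 0.0416). Ntn1 (ENSMUSG00000020902), from the axon list, was higher at high intensity (0.98, SE 0.22, edgeR adjusted p 0.0452) and at low intensity (1.07, SE 0.21, edgeR adjusted p 0.0273), where the call was lost without control replicate 3 or 5 or low-intensity replicate 1 or 2 (0.0502 to 0.0879). Its normalised count was 32.3 ± 13.6 CPM in controls, 64.7 ± 9.84 CPM at high and 68.8 ± 10.035 CPM at low intensity.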

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

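The tests of low depth for the 5 shallow libraries were chosen only after the results were seen, while the tests of background reads, of rRNA taking most of the counts and of pseudogene reads were written before their results. A library was singled out when its gap to the nearest library of its group was large against the range of the group (Dixon's test at 95%). Chance singles out about 1 in 20 groups, which is 1.75 of the 35 groups of library measures and 8.9 of the 178 groups of named genes. The numbers found were 11 and 12, so the single genes stand little above chance while the library measures do not. The 12 include Ywhaq-ps3 and Gm13772 in groups whose other libraries all held 0. There the ratio of the test is 1 whatever the count, so the test says nothing.

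Control replicate 4 lay apart from the other controls in 4 measures. Protein-coding genes held 18.7% of its counts, against at least 73.7% in the other controls, and rRNA genes held 75.7%, against at most 2.23%. Mitochondrial rRNA was at 2.72% (at least 10.4% in the others) and pseudogenes with unclassified transcripts at 0.366% (at least 1.14%). A large rRNA share alone would thin the other genes evenly. Against this, its protein-coding counts had a correlation across genes of 0.826 with the mean of the other controls, below the 0.942 to 0.958 of those controls thinned to the same total. It detected 9444 genes, and the deeper libraries thinned to its protein-coding total detected at least 12767, so low depth alone is excluded as well. Loss of molecules before amplification stays open and was not tested, as does incomplete removal of rRNA fragments together with such a loss. No biological explanation was tested, because the 6 controls share one condition.

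Low-intensity replicate 6 and high-intensity replicate 4 detected few genes. The former had 258 genes, with at least 16753 in the rest of its group, an rRNA share of 17.2% (at most 2.23% in the rest) and a mitochondrial rRNA share of 0.911% (at least 8.08%). The latter had 4142 genes (at least 20184 in the rest) and an rRNA share of 6.25% (at most 2.35%). Deeper libraries thinned to the same protein-coding totals detected at least 931 and 12096 genes, more than these libraries, so their low totals do not account for the missing genes. The labels record that 8 samples of lowest concentration entered at full volume, without naming them or their amounts, so low input stays open and could not be tested. No biological explanation was tested.

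High-intensity replicate 5 and static-array replicate 3 had many genes at low depth. Pseudogenes and unclassified transcripts held 2.84% of counts in the former (at most 1.56% in the rest of the group) and 7.51% in the latter (at most 1.08%). Genes detected numbered 24236 and 31731, while deeper libraries thinned to the same totals reached at most 17444 and 18574, which argues against low depth alone. Olfactory receptor genes, which motor neurons are not expected to use, were chosen to trace reads from genomic DNA or another even background. Of 1194 such genes in the table, 535 and 909 had counts in these libraries, above the maximum of 417 in any deeper library and of 174 and 249 after thinning. Background reads, such as genomic DNA carried into the RNA, are a candidate explanation that passed this test. Static-array replicate 3 also held the counts of Gm13698 and most of those of Gm38246 given above for actuation.

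Single genes were high in single deeper libraries, most often low-intensity replicate 5 (3 times) and control replicate 1 (2 times). In low-intensity replicate 5 Plau was at 96.9 CPM (next 27.7), Gm13772 at 9.18 CPM (next 5.79) and Gm10269 at 9.86 CPM (next 2.62). In low-intensity replicate 3 Ywhaq-ps3 was at 3.07 CPM (0 counts in the rest). In control replicate 1 Scarna10 was at 221 CPM (next 68.7) and Gm6166 at 22.7 CPM (next 15.4). Nr4a3 was high in low-intensity replicate 1 (27.4 CPM, next 13.6) and in actuated replicate 2 (25.9 CPM, next 22.4). H2ac10 was high in control replicate 2 (4.21 CPM, next 1.16) and high-intensity replicate 3 (29.8 CPM, next 13.1). Gm38246 was at 6.32 CPM in low-intensity replicate 4 (next 0.277), and Gm13772 at 0.757 CPM, 3 counts, in high-intensity replicate 1 (0 in the other 3 libraries). As a count of 0 allows up to 3 counts, this value of Gm13772 is not shown to be high. For the pseudogenes Ywhaq-ps3, Gm6166, Gm13772 and Gm10269, reads divided between near-identical copies might give such values. The count and TPM tables disagreed on a value of 0 in 0 of these 4, and since both tables may come from one assignment of reads, this explanation and a true difference cannot be told apart. For the other genes neither a technical nor a biological explanation was tested.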

How the results depend on the processing

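Settings on the deeper libraries, and leaving out libraries of groups outside a comparison, were chosen after seeing the data; the others were planned. Leaving aside the fits without 1 library, those planned left 47 of 84 counts of genes within 1.5 times, 138 of 180 list results with the same sign and side of 0.05, 23 of 24 correlations within their error and 712 of 803 named-gene results alike. Leaving out 1 library of the groups compared left 50 of 74, 146 of 176, 38 of 38 and 797 of 858 alike, in the same order. Settings added later left 24 of 48 counts, 49 of 96 list results, 12 of 12 correlations and 337 of 430 named-gene results alike. Removing mitochondrial and rRNA genes changed no count, list or correlation result in this sense. Below, counts are genes under an adjusted p of 0.05 unless another is stated, medians are log2 fold changes, and passing means a camera adjusted p under 0.05. The cause was not tested, except that thinning left 9 genes and that stricter thresholds, filters and smaller sets of libraries hold fewer genes or samples by construction.

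With DESeq2 size factors in edgeR, the fit gave 2 (2 higher, 0 lower) for low intensity. These factors moved the median of all genes from −0.018 to −0.139 for actuation and from −0.049 to 0.052 for high intensity. Without a low-count filter, the fit gave 1137 (6 higher) for actuation, 220 (187 higher) for high intensity, 153 (84 higher) for low intensity, 107 (91 higher) for high against low intensity, 219 (176 higher) for static array against control and 3193 (25 higher) for the interaction. Unfiltered medians for actuation were 0.27 (motor neuron identity) and −0.026 (mechanosensitive), now passing. Unfiltered medians for high intensity were −0.33 (motor neuron identity) and −0.26 (axon), now passing, and 0.77 (mechanosensitive), no longer passing. Unfiltered medians for low intensity were −0.24 (motor neuron identity), now passing. Unfiltered medians for high against low intensity were 0.011 (axon), of the opposite sign, and −0.11 (presynaptic), no longer passing. A filter of 1 CPM in 4 libraries gave 341 (1 higher) for the interaction. CPM-filtered medians for actuation were 0.24 (motor neuron identity), now passing. CPM-filtered medians for high intensity were 0.78 (mechanosensitive), no longer passing. CPM-filtered medians for high against low intensity were 0.015 (axon), of the opposite sign, and −0.11 (presynaptic), no longer passing.

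DESeq2 gave 36 (1 higher) for actuation, 77 (75 higher) for high intensity, 18 (15 higher) for low intensity, 7 (3 higher) for high against low intensity, 10 (7 higher) for static array against control and 57 (1 higher) for the interaction. limma voom with quality weights gave 0 for high intensity, 0 for low intensity and 42 (13 higher) for static array against control. Voom medians for actuation were 0.25 (motor neuron identity), now passing, and 0.021 (presynaptic), no longer passing. Voom medians for high intensity were −0.26 (motor neuron identity) and −0.17 (axon), now passing. Voom medians for low intensity were −0.31 (motor neuron identity) and 0.66 (mechanosensitive), now passing. Voom medians for high against low intensity were −0.060 (axon) and −0.034 (presynaptic), no longer passing. Fitting only the groups compared gave 0 for high intensity, 74 (57 higher) for low intensity and 11 (8 higher) for high against low intensity. Pairwise medians for actuation were 0.22 (motor neuron identity), now passing. Pairwise medians for high intensity were −0.37 (motor neuron identity) and −0.24 (axon), now passing. Pairwise medians for low intensity were −0.45 (motor neuron identity) and 0.74 (mechanosensitive), now passing. Pairwise medians for high against low intensity were 0.053 (axon), of the opposite sign. With 1 surrogate variable, the fit gave 0 for high intensity and 2 (2 higher) for low intensity. Surrogate-variable medians for actuation were 0.25 (motor neuron identity), now passing. Surrogate-variable medians for low intensity were −0.33 (motor neuron identity) and 0.63 (mechanosensitive), now passing. Surrogate-variable medians for high against low intensity were 0.057 (axon), of the opposite sign.

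Thinning to 1536 counts gave 0 for high intensity and 0 for low intensity. It moved the correlation of the actuation and high-intensity effects to 0.294. Thinned medians for actuation were 0.094 (axon), no longer passing. Thinned medians for low intensity were 0.38 (axon), of the opposite sign. Thinned medians for high against low intensity were −0.15 (axon), no longer passing. limma on log2(TPM + 1) gave 0 for high intensity, 0 for low intensity, 4 (4 higher) for static array against control and 1 (0 higher) for the interaction. Log2(TPM + 1) medians for high intensity were 0.21 (presynaptic), of the opposite sign. Log2(TPM + 1) medians for high against low intensity were 0.69 (axon) and 0.38 (presynaptic), of the opposite sign. Rn18s-rs5 had the opposite sign for low intensity (0.16). limma on log2(TPM + 0.1) gave 0 for high intensity, 0 for low intensity, 1 (1 higher) for static array against control and 1 (0 higher) for the interaction. Log2(TPM + 0.1) medians for actuation were 0.32 (axon) and 0.28 (presynaptic), no longer passing. Log2(TPM + 0.1) medians for high intensity were 0.18 (presynaptic), of the opposite sign. Log2(TPM + 0.1) medians for high against low intensity were 1.23 (axon) and 0.91 (presynaptic), of the opposite sign. Rn18s-rs5 had the opposite sign for low intensity (0.16). An adjusted p under 0.01 gave 0 for high intensity, 2 (2 higher) for low intensity and 1 (1 higher) for static array against control.

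The deeper libraries gave 68 (45 higher) for high intensity, 88 (65 higher) for low intensity and 105 (44 higher) for static array against control. Deeper-library medians for actuation were 0.25 (motor neuron identity) and −0.12 (mechanosensitive), now passing, and 0.012 (presynaptic), no longer passing. Deeper-library medians for high intensity were −0.20 (motor neuron identity) and −0.20 (axon), now passing. Deeper-library medians for low intensity were −0.29 (motor neuron identity) and 0.75 (mechanosensitive), now passing. Deeper-library medians for high against low intensity were −0.092 (axon) and −0.054 (presynaptic), no longer passing. Gm13772 had the opposite sign for high intensity (−5.15). Those libraries with only the groups compared gave 17 (17 higher) for high intensity, 21 (14 higher) for low intensity and 42 (14 higher) for static array against control. Deeper pairwise medians for actuation were 0.25 (motor neuron identity), now passing, and 0.011 (presynaptic), no longer passing. For high intensity they were −0.25 (motor neuron identity) and −0.20 (axon), now passing. For low intensity they were −0.38 (motor neuron identity) and 0.75 (mechanosensitive), now passing. For high against low intensity they were −0.085 (axon) and −0.047 (presynaptic), no longer passing. Those libraries with GC and length offsets gave 116 (44 higher) for high intensity, 91 (51 higher) for low intensity and 105 (24 higher) for static array against control. Offset-corrected deeper medians for actuation were 0.25 (motor neuron identity) and −0.13 (mechanosensitive), now passing, and −0.021 (presynaptic), of the opposite sign. For high intensity they were −0.27 (axon), now passing. For low intensity they were −0.34 (motor neuron identity) and 0.70 (mechanosensitive), now passing. For high against low intensity they were −0.12 (axon) and −0.078 (presynaptic), no longer passing. Gm13772 had the opposite sign for high intensity (−5.25).

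Those libraries with the Xist covariate gave 0 for high intensity, 0 for low intensity and 162 (78 higher) for static array against control. Xist-adjusted deeper medians for actuation were 0.26 (motor neuron identity), now passing, and 0.026 (axon), no longer passing, and −0.022 (presynaptic), of the opposite sign. For high intensity they were −0.13 (axon), now passing. For low intensity they were 0.023 (axon), of the opposite sign, and −0.053 (presynaptic), no longer passing. For high against low intensity they were 0.23 (mechanosensitive), now passing. Those libraries thinned to 1551334 counts gave 69 (50 higher) for high intensity, 85 (63 higher) for low intensity and 92 (36 higher) for static array against control. Thinned deeper medians for actuation were 0.34 (motor neuron identity), now passing, and −0.016 (presynaptic), of the opposite sign. For high intensity they were −0.24 (motor neuron identity) and −0.20 (axon), now passing. For low intensity they were −0.33 (motor neuron identity) and 0.74 (mechanosensitive), now passing. For high against low intensity they were −0.092 (axon) and −0.036 (presynaptic), no longer passing. Those libraries with a log2 change of at least 1 gave 42 (37 higher) for high intensity, 54 (45 higher) for low intensity and 44 (20 higher) for static array against control. Those libraries at an adjusted p under 0.01 gave 0 for high intensity and 27 (10 higher) for static array against control.

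The criterion for pairing by replicate number, every pair's correlation over 0.1, was not met: same-numbered actuated and static libraries deviated with correlations across genes of −0.035 to 0.143, 2 of 4 over 0.1, and with −0.116 to 0.195 in the deeper libraries, 2 of 3 over 0.1. Shared handling of same-numbered array libraries is not excluded by this. The replicate block gave 1 (0 higher) for high intensity and 1 (1 higher) for static array against control. Blocked medians for high against low intensity were 0.024 (axon), of the opposite sign. The deeper libraries with the replicate block gave 2 (1 higher) for high intensity, 8 (6 higher) for low intensity, 36 (8 higher) for static array against control and 1 (0 higher) for the interaction. Blocked deeper medians for actuation were 0.39 (motor neuron identity), now passing, and 0.00016 (presynaptic), no longer passing. For high intensity they were −0.21 (axon), now passing. For low intensity they were −0.32 (motor neuron identity) and 0.46 (mechanosensitive), now passing. For high against low intensity they were −0.14 (axon), no longer passing, and 0.34 (mechanosensitive), now passing. The block changed no other count or list call.

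Leaving out 1 library of the groups compared at a time gave 0 to 28 genes at high intensity, 0 to 6 at low intensity, 0 to 2 between them, 0 to 3 for static array against control and 0 to 278 for the interaction. Libraries of the other groups changed these counts as well, to 0 at high intensity (without low-intensity replicate 6), to 3 to 10 at low intensity, to 1 to 5 for static array against control and to 5 for the interaction (without low-intensity replicate 4). List medians for actuation ranged from 0.15 to 0.28 (motor neuron identity, passing without actuated replicate 3 or 4 or static replicate 3), 0.058 to 0.26 (axon), 0.0094 to 0.21 (presynaptic) and −0.20 to 0.23 (mechanosensitive, passing without static replicate 3 at −0.13 and replicate 4 at 0.23). At high intensity they ranged from −0.31 to −0.11 (axon, passing without replicate 4) and −0.44 to −0.25 (presynaptic). At low intensity they ranged from −0.45 to −0.23 (motor neuron identity, passing without control replicate 3 or 4 or low-intensity replicate 3, 5 or 6) and 0.35 to 0.83 (mechanosensitive, passing without control replicate 4 at 0.65 or low-intensity replicate 6 at 0.81). Between intensities they ranged from −0.20 to 0.088 (axon, above 0 without low-intensity replicates 1 to 5 or high-intensity replicate 3, 4 or 5, not passing without low-intensity replicate 6), −0.22 to 0.027 (presynaptic, above 0 without high-intensity replicate 4, not passing without high- or low-intensity replicate 6) and −0.10 to 0.37 (mechanosensitive, passing without low-intensity replicate 2 at 0.37 or 5 at 0.11).

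Among named genes, Anxa3 stayed higher in all 29 alternatives at each intensity, with log2 fold changes of 2.69 to 5.10 at high intensity (under 0.05 in 17; adjusted p 3.91e-09 to 0.999) and 2.92 to 5.64 at low intensity (under 0.05 in 23; 6.62e-14 to 1). Plau ranged from 1.92 to 3.78 (22 of 29 under 0.05), Bc1 from −4.12 to −2.29 (13 of 29), AY036118 from 3.99 to 6.89 (22 of 27), Nr4a3 from 2.31 to 3.80 (13 of 27), Aste1 from 1.82 to 5.14 (13 of 27) and Nsl1 from 2.81 to 6.17 (13 of 28). Rn18s-rs5 ranged from −5.72 to 0.16 (7 of 28). The change of sign of Gm13772 follows from the libraries used, as high-intensity replicate 4, which is not a deeper library, held 44 of its counts and the deeper ones held 3.

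The 5 shallow libraries limited the planned comparisons: the common dispersion was 0.251 with them and 0.0923 without. As these also differed from deeper libraries thinned to the same totals, low depth alone is not shown as the cause. In the deeper libraries, leaving out 1 more of the groups compared gave 0 to 397 genes at high intensity, 2 to 264 at low intensity, 18 to 141 for static array against control, 0 to 3 between intensities, 0 to 1 for the interaction and 0 for actuation. Leaving out 1 of the other groups gave 0 to 107 genes at high intensity, 41 to 221 at low intensity, 72 to 137 for static array against control, 0 to 3 between intensities and 0 for the interaction and actuation.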

Other observations

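Tests of immediate early genes, of Xist except that on fibroblast genes, of GC content, depth, Xist and batch in the deeper libraries, of the share of neurons, and of other splits of the deeper libraries for gene lists, correlations and comparisons with 0 calls were chosen only after the results were seen, while the splits of all libraries were planned, and those for genes called in the deeper libraries were written before their results, on a set of libraries that was itself chosen after the data were seen.

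Chance assignment of libraries could be excluded for some results. With all libraries, 2 of 100 splits gave as many genes as high intensity against control and 1 of 100 as many as low intensity against control, the real split included. For static array against control 41 of 100 did, so chance is not excluded there. With the deeper libraries the counts were 1 of 100 at high intensity, 2 of 100 at low intensity and 1 of 56 for static array against control. Actuated against static array, high against low intensity and the interaction had 0 genes, which every split reaches (35 of 35, 100 of 100 and 100 of 100, with all and with the deeper libraries), so these splits say nothing about chance.

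For the correlation of the actuation and high-intensity effects, 11 of 100 regroupings of all libraries lay as far from the mean of the regroupings, 7 were as low and 21 as large in size. With the deeper libraries these were 39, 20 and 38 of 100, and chance is not excluded in either set. For the correlation of the high- and low-intensity effects, 23 of 100 regroupings of all libraries were as large. With the deeper libraries 1 of 100 was, the real one, so chance is excluded there and not with all libraries.

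For the gene lists, chance is called excluded where the share of splits as large was under 0.05. This share was not adjusted over lists and comparisons, so some lists may pass by chance alone. By this rule chance was excluded in both sets for the presynaptic list at high intensity (3 of 100 splits with all and 2 of 100 with the deeper libraries). The motor neuron identity list at low intensity also passed in both (2 and 4 of 100). In 1 set alone it was excluded for the axon list at low intensity (4 of 100 with all, 8 with the deeper libraries), the presynaptic list at low intensity (2 and 7), the axon list at high intensity (53 and 4) and the motor neuron identity list on the actuated against the static array (3 of 35 and 1 of 35). It was excluded in neither for the motor neuron identity list at high intensity (15 and 30 of 100) or the mechanosensitive list at high (6 and 7) and low intensity (40 and 9). On the actuated against the static array, 8 and 13 of 35 splits were as large for the axon list, 16 and 35 for the presynaptic and 34 and 26 for the mechanosensitive list. Between high and low intensity the motor neuron identity, axon, presynaptic and mechanosensitive lists had 47, 47, 68 and 51 of 100 with all and 70, 69, 72 and 76 of 100 with the deeper libraries.

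The genes called in the deeper libraries were weighed against technical trends. With offsets for GC content and length, 63 of 68 calls were kept at high intensity, 69 of 88 at low intensity and 74 of 105 for static array against control. After thinning to equal total counts, with protein-coding shares still from 73.7% to 89.8%, 42, 65 and 73 of these calls were kept. Neither a trend with GC content and length nor a difference in total counts is therefore the whole cause. For static array against control the 528 counts beside a TPM of 0 were all in biochemical libraries, and a processing or library batch cannot be told apart from the arm, because each arm would be its own batch.

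Xist, an RNA of cells with an inactive X chromosome, was uneven among conditioned-medium libraries. It was at 128, 47.2, 1.63, 3.89 and 167 per 1000000 protein-coding counts in low-intensity replicates 1 to 5 and at 0, 5.51, 331 and 1.02 in high-intensity replicates 1, 2, 3 and 6. The deeper controls reached at most 6.13 and the deeper array libraries at most 2.27. An even spread of reads between libraries would have raised the controls too and is argued against by their maximum of 6.13. For RNA from mature muscle fibres, Acta1 was at most 5.32 in these libraries and 4.58 in controls, and Ckm at most 0.779 and 1.12. The summed skeletal muscle list reached 243 in these libraries and 144 in the deeper controls, and Myh3 reached 3.58 and 0.705. Muscle RNA is therefore argued against only in an amount that would raise Acta1 and Ckm. For myoblast-like cells, 2 of 13 list genes could be tested, with a median slope of 0.190 log2 units per log2 unit of Xist (camera adjusted p 0.0180, fry adjusted p 0.00735), and the summed list reached 90.4 in these libraries and 25.7 in the deeper controls. The fibroblast list had a slope of 0.108 (16 of 16 genes tested, camera adjusted p 0.0364, fry adjusted p 0.374). RNA from such cells in the medium cannot be told apart from a change in the spheroids. Over the other lists the median slope was 0.27 for skeletal muscle (7 of 21 genes tested, camera adjusted p 0.00128, fry adjusted p 0.00735), 0.15 for proliferating progenitors (7.33e-05 and 0.0108), −0.0064 for glia (0.745 and 0.817) and 0.033 for pluripotency (2 genes tested). The lists of the report had slopes too: −0.049 for presynaptic (camera adjusted p 2.61e-09, fry adjusted p 0.00735), −0.041 for axon (3.33e-08 and 0.00682), −0.041 for motor neuron identity (0.0269 and 0.154) and 0.074 for mechanosensitive genes (1.67e-06 and 0.0337). Of single genes, 157 other than Xist had a slope at an edgeR adjusted p under 0.05, among them the muscle receptor gene Chrna1 (0.74, edgeR adjusted p 0.0277). All slopes were fitted with the groups in the model, and they rest on the few libraries with high Xist.

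With Xist as a covariate, 0 of 68 high-intensity and 0 of 88 low-intensity calls stayed under an edgeR adjusted p of 0.05. The median share of the log2 change that was left was 86.2% at high and 73.6% at low intensity, all with the same sign, and the standard errors were 1.01 and 1.17 times as large. High-intensity replicates 1, 2 and 6 had Xist within the maximum of 6.13 in the deeper controls. The share left at high intensity argues against RNA from Xist-expressing cells as the whole cause of these changes, although no call was kept. A part from such RNA stays open. At low intensity, with larger standard errors, such RNA and an effect of the medium on the spheroids cannot be told apart.

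Markers of other cell types were compared in the deeper libraries, where all fibroblast, glia and progenitor genes could be tested. At high intensity the fibroblast list had a median log2 fold change of 1.15 (camera adjusted p 2.32e-05, fry adjusted p 0.0460) and the proliferating progenitor list 1.14 (camera adjusted p 0.000754, fry adjusted p 0.0460). The glia list had 0.08 (camera adjusted p 0.993), skeletal muscle 0.79 (mean 2.03, 7 genes tested, camera adjusted p 0.254) and pluripotency −0.11 (2 genes). At low intensity fibroblast genes had 0.78 (camera adjusted p 0.0674), progenitor genes 1.28 (camera adjusted p 0.000754, fry adjusted p 0.0460), glia 0.14, muscle 0.60 (mean 2.13) and pluripotency 0.66. With all libraries the muscle list (6 genes) was higher at high and low intensity (camera adjusted p 0.0387 and 0.000172, fry adjusted p 0.871). Against control, static arrays had 0.59 for glia (camera adjusted p 2.32e-05, fry adjusted p 0.0460), 0.76 for progenitors (camera adjusted p 0.00213, fry adjusted p 0.0729), −0.29 for fibroblasts, 0.19 for muscle and 0.31 for pluripotency. Between high and low intensity the fibroblast list had 0.64 (camera adjusted p 0.00189, fry adjusted p 0.329).

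A lower share of neurons could lower the presynaptic, axon and motor neuron identity lists. If the other cell types kept their proportions to each other, it would raise their markers alike. At high intensity the fibroblast list minus the glia list was −0.35 ± 0.609 (SD, n = 4), against −1.45 ± 0.362 (n = 5) in controls, with a two-sided exact permutation p of 0.0238 over 126 splits. This argues against a lower neuron share alone, and a change in the cells that express fibroblast genes stays open. At low intensity the difference was −0.96 ± 1.12 (n = 5), with an exact permutation p of 0.381 over 252 splits, so a lower neuron share and a change within neurons cannot be told apart there.

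Immediate early genes, summed per 1000000 protein-coding counts, spread widely on the arrays. Actuated replicates 1 to 4 were at 148, 182, 888 and 900.3, and static replicates 1 to 4 at 166, 163, 999 and 690. The deeper biochemical libraries were at 82.4 to 191. The group means, 529 ± 421 (SD, n = 4) and 504 ± 412 (n = 4), did not differ (two-sided exact permutation p 0.914 over 70 splits). The list had a median of 0.62 on actuated against static arrays in the deeper libraries (camera p 0.000331, fry p 0.340), where static replicate 3 is not included, 1.58 for static array against control (camera p 0.00117, fry p 0.0207), 0.43 at high and 0.22 at low intensity. Actuation as the only cause is argued against by a static library at 999. Handling shared by libraries with the same number might give such values, and 4 of the 24 ways to pair them were as close (exact permutation p 0.167). This test has little power, as exchanging libraries of similar value gives pairings about as close. Labels exchanged between the array groups would need low libraries among the actuated and high ones among the static, and both are present, with the lowest actuated library at 148. Neither of these is decided with 4 libraries per group.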
